A study of Mus musculus with 8 samples. Its data were reported in "Engineering mouse cell fate controller by rational design" (2024).

How the data were processed

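CUT&Tag (an assay in which an antibody brings the transposase Tn5 to its target on chromatin, so that the DNA around bound sites is cut, tagged and sequenced) was analysed for 8 libraries of mouse embryonic fibroblasts (MEFs) at day 3 of reprogramming. The antibody was against Flag, the epitope on the delivered factor. The titles of the libraries name Nanog, Oct4, Sox2 and Nr5a2, each as the native factor and as its BiD fusion. BiD is a domain of 70 residues of SS18 that binds BRG1, which the study placed at the N-terminus of the factor. Each group holds 1 library, and the titles do not say which other factors were delivered to the same cells. In the paper's text, the names of the native and fused Nanog conditions stand for combinations with native Oct4. Whether this holds for the libraries used here is not given.

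Per the study's methods, the authors trimmed reads with Trim Galore 0.6.4, mapped them to mm10 with bowtie2 2.4.5 and used SAMtools 1.16.1 to discard repetitive reads, reads with a mapping quality under 30 and mitochondrial reads. They called peaks with MACS 1.4.2, keeping 1 tag per position, with no shift model and a shift size of 25 bp. No control library is named, so local background came from the library itself. Per the same methods, replicates were merged before peak calling. There is 1 peak list per library here, and whether a list pools replicates is not given in it. The deposited score of a peak is the authors' value of 10 times the negative log10 of the MACS p-value; its lowest value was 50 in each list, the value of the caller's threshold of 1e-05. The deposited summit height is the authors' signal in whole tags at the highest point of the peak and is not scaled to sequencing depth. The total number of reads per library is not given in these lists, so depth is treated as unknown. A deeper library gives higher scores and more peaks at the same threshold, and removal of repetitive and poorly mapped reads leaves repeated sequence and near-identical gene copies without peaks. Scores and heights were therefore used mainly to describe, rank or filter peaks within a list. Where heights are set side by side between libraries, or peaks are filtered at a fixed score or height, a difference in depth would enter the comparison.

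Coordinates were compared with GRCm38, the assembly behind mm10, and with the GENCODE M21 annotation. No peak ran past the end of a chromosome, and 110 of 661009 peaks lay off the placed chromosomes. All coordinates below are 1-based mm10 positions. The lists were read with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9.

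Peaks of a pair of libraries were merged where they overlapped by at least 1 bp, and the Jaccard index was the number of merged regions with peaks of both libraries over the number with a peak of either. Chance placement was measured by moving all peaks of a chromosome by 1 random distance, in 100 rotations. A peak was called shared when it overlapped a peak of the other form of the same factor, and single-form otherwise. For motifs, the share of peaks with at least 1 match on either strand within 50 bp of the summit was divided by the mean share in 2 windows of the same size centred 500 bp to either side. The consensus sequences were ATGCAAAT for the octamer bound by Oct4, CCATTGTT for SOX, YCAAGGYCA for NR5A, GCCATTA for NANOG, TGASTCA for AP-1, CATTCCW for TEAD, AACCACA for RUNX and CCASYAGRKGGC for CTCF. The joint OCT4-SOX2 consensus CWTTGTNATGCAAA matched at most 10 peaks in any library and is not compared. A promoter peak had its summit within 2 kb of an annotated transcription start site. Shares are given with exact (Clopper-Pearson) 95% confidence intervals, and ratios of enrichment with 95% intervals from the counts of matches on the log scale. These intervals cover counting error over peaks in 1 library and not the spread between cultures.

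With 1 library per group, no test within a factor was possible. The 4 factors were the only repeat of the BiD contrast. The mean log2 ratio of peak numbers and the mean difference in promoter share were tested with an exact sign-flip permutation test over the 4 factors, two-sided, whose smallest possible p is 0.125. The overlap of BiD and native libraries of the same factor was tested with an exact permutation test over the 24 pairings of BiD with native libraries, one-sided, with a smallest p of 0.0417. Regions with a peak in all 4 BiD libraries and in no native library were counted in the union of all peaks and tested over the 16 ways of exchanging BiD and native within factors, one-sided, with a smallest p of 0.0625. The 4 tests were not adjusted for one another.

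Genes were named by a fixed rule. They are 9 genes that the study's text names as activated targets or helpers of NanogBiD (Sall4, Esrrb, Mir302a, Dppa5a, Sox15, Foxb1, Klf4, Sox2 and Olig3), 2 somatic genes (Dab2 and Thbd), the genes of the 4 tagged factors and Ss18. Peak summits within 100 kb of the first annotated start site of each gene were counted. The regions named are the single-form peaks with the highest score in each library. A comparison of the 9 genes with 10000 random lists of protein-coding genes, matched in 20 classes on the number of summits nearby, was added after the counts were seen.

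The comparisons, their tests, the rule for named genes and regions and the alternatives were fixed before the data were examined. The alternatives were peaks with a score of at least 100, peaks with a summit height of at least 20 tags, the 20000 peaks of highest score in each library, chromosomes 1 to 19 and X alone, an overlap of at least 50% of both peaks, summits within 100 bp of each other, motif windows of 25 and 100 bp, a promoter distance of 500 bp, the top 1000 in place of the top 5000 peaks, and leaving out each factor in turn.

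The code was tested on simulated data before use. For the same-factor overlap, all 3000 shared regions planted among 6000 were recovered, and in the deposited lists the number of shared peaks was equal to that given by bedtools 2.31.1 in 4 of 4 factors. For the regions in all BiD and no native library, 40 of 40 planted among 5000 were recovered. For the motif share, all 600 octamers planted among 4000 random windows were found.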

Results

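Binding of 4 reprogramming factors was mapped by Flag CUT&Tag in MEFs at day 3 after delivery of the factors. Nanog, Oct4, Sox2 and Nr5a2 were each profiled as the native factor and as a fusion with BiD, the domain of SS18 that binds BRG1, the ATPase of the BAF chromatin remodelling complex. There were 8 libraries, 1 for each factor and form, so no value below has a replicate of its own. Per the study's methods, replicates were merged before peaks were called, so a list may pool more than 1 replicate. The 8 lists held 661009 peaks in all, from 54794 for native Oct4 to 120594 for Sox2BiD. Sequencing depth is unknown. The lowest summit height called ranged from 6 tags in native Nanog to 10 tags in native Sox2, and the median summit height ranged from 16 tags in native Nanog to 22 tags in native Sox2.

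The identity of the libraries was first examined at the genes of the tagged factors, since the delivered vectors carry coding sequence. A peak summit lay on the coding sequence of Sox2 (ENSMUSG00000074637.7, chromosome 3, 34650405 to 34652461) in native Sox2, with a height of 63 tags, and in Sox2BiD, with a height of 53 tags, and in no other library. Summits lay on 3 coding exons of Nr5a2 (ENSMUSG00000026398.14, chromosome 1, 136842571 to 136960448) in native Nr5a2 and on 4 in Nr5a2BiD, and on none in the other 6 libraries. Their highest summits, of 75 and 83 tags, were in the exon at 136940409 to 136941049. For Nanog (ENSMUSG00000012396.12, chromosome 6, 122707489 to 122714633), summits lay on the coding exon at 122711538 to 122711803 and on the last exon, at 122713142 to 122714633, in both Nanog libraries, with heights of 37 and 57 tags in native Nanog and of 25 and 47 tags in NanogBiD. Oct4BiD had a summit of 22 tags on the last Nanog exon as well, and none on the other. In total, 13 summits on coding exons of the tagged factors were in libraries of the factor concerned and 1 was in a library of another factor. No library had a summit in Pou5f1 (ENSMUSG00000024406.16, chromosome 17, 35506018 to 35510772), the gene of Oct4, so the check could not be made for the Oct4 libraries. In Ss18 (ENSMUSG00000037013.16, chromosome 18, 14624198 to 14682914), 0 summits lay on the 3 exon segments that code BiD, and the form of a library could not be checked by summits. Peaks of all libraries but native Sox2 reached over the first segment, and of none over the second. Peaks of NanogBiD, Oct4BiD and Nr5a2BiD, and of no native library, reached over the third segment, at 14670330 to 14670393, with summits 134 to 1222 bp outside it. A native Nr5a2 peak ended 25 bp from that segment, and the nearest Sox2BiD peak 954 bp from it.

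**Figure D1:**
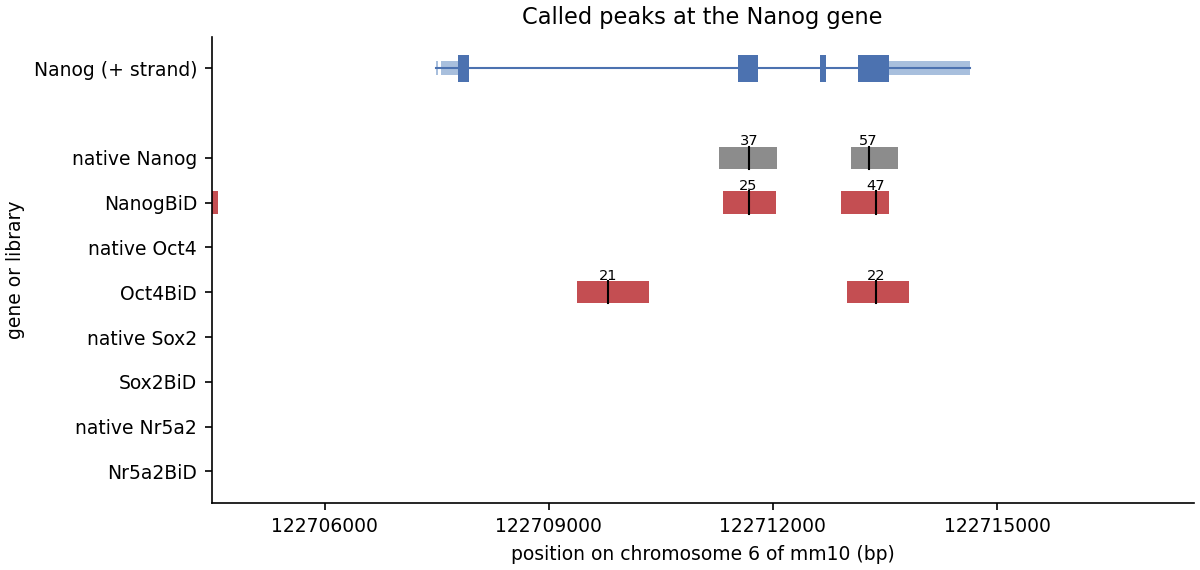
Called peaks (bars), their summits (black lines) and summit heights in tags (numbers) in the 8 libraries across the Nanog gene, drawn to scale by mm10 position on chromosome 6 (horizontal axis, bp); the NanogBiD peak at the left edge runs on beyond the map. Dark boxes are coding exons, light boxes other exon sequence, and grey and red bars native and BiD libraries; peaks on the exon at 122711538 to 122711803 are seen in both Nanog libraries alone, and peaks on the last exon in both Nanog libraries and in Oct4BiD.

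Whether the BiD fusion changed the number of called peaks was asked next. No control library is named, so peaks from open-chromatin background cannot be separated from binding sites in any library. NanogBiD had 75769 peaks and native Nanog 73465, a log2 ratio of 0.04. Oct4BiD had 93978 peaks and native Oct4 54794, a log2 ratio of 0.78. Sox2BiD had 120594 peaks and native Sox2 58162, a log2 ratio of 1.05. For Nr5a2 the direction was the opposite, with 76217 peaks for the fusion and 108030 for the native factor, a log2 ratio of -0.50. Over the 4 factors the mean log2 ratio was 0.34 ± 0.71 (SD, n = 4 factors), not shown to differ from 0 in an exact sign-flip permutation test (p = 0.375, two-sided; the smallest possible p is 0.125, so 0.05 cannot be reached). Among the alternatives that kept all factors, peaks with a summit height of at least 20 tags, a limit not scaled to depth, moved the mean most, to 0.53, with the same p. Without Nr5a2 the mean was 0.62, and without Sox2 it was 0.11.

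**Figure D2:**
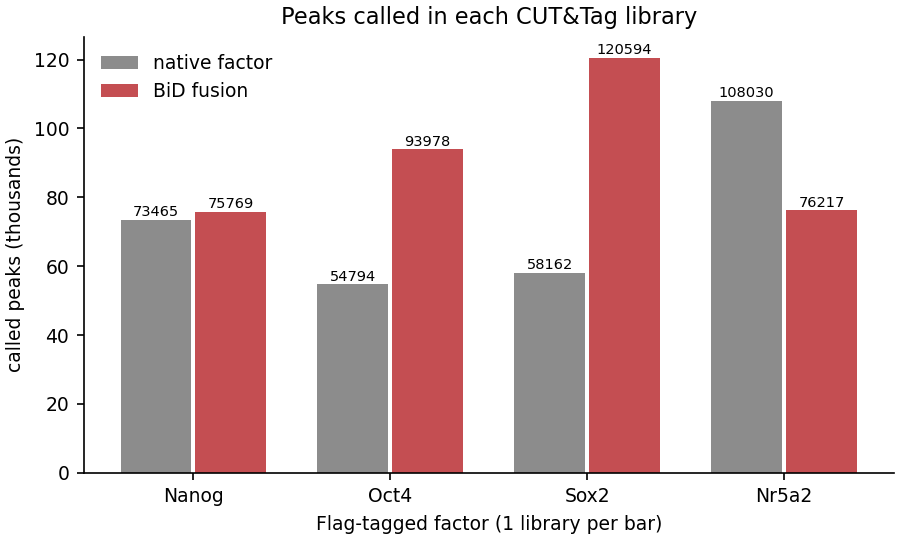
Number of called peaks (vertical axis, in units of 1000 peaks) in each of the 8 libraries, with native factors in grey and BiD fusions in red; each bar is 1 library. The fusion has more peaks for Nanog, Oct4 and Sox2, and fewer for Nr5a2 (76217 against 108030).

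Whether the peaks of the fusions lay at the peaks of their native factors was examined by overlap. The Jaccard index of the native and BiD libraries was 0.552 for Nanog, 0.365 for Oct4, 0.387 for Sox2 and 0.550 for Nr5a2. With peaks rotated along the chromosomes, the mean index was 0.0305, 0.0249, 0.0283 and 0.0354, respectively. The mean of the 4 same-factor pairs was 0.464 ± 0.101 (SD, n = 4 pairs), against 0.147 for BiD and native libraries of different factors. This was the highest of the 24 pairings in an exact permutation test (p = 0.0417, one-sided), the smallest p that the test can give. All 24 pairs of libraries of different factors, from 0.0799 for native Sox2 and native Nr5a2 to 0.225 for native Nanog and Sox2BiD, lay below the lowest same-factor pair. Requiring summits within 100 bp of each other moved the same-factor mean most, to 0.320, with the same p.

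**Figure D3:**
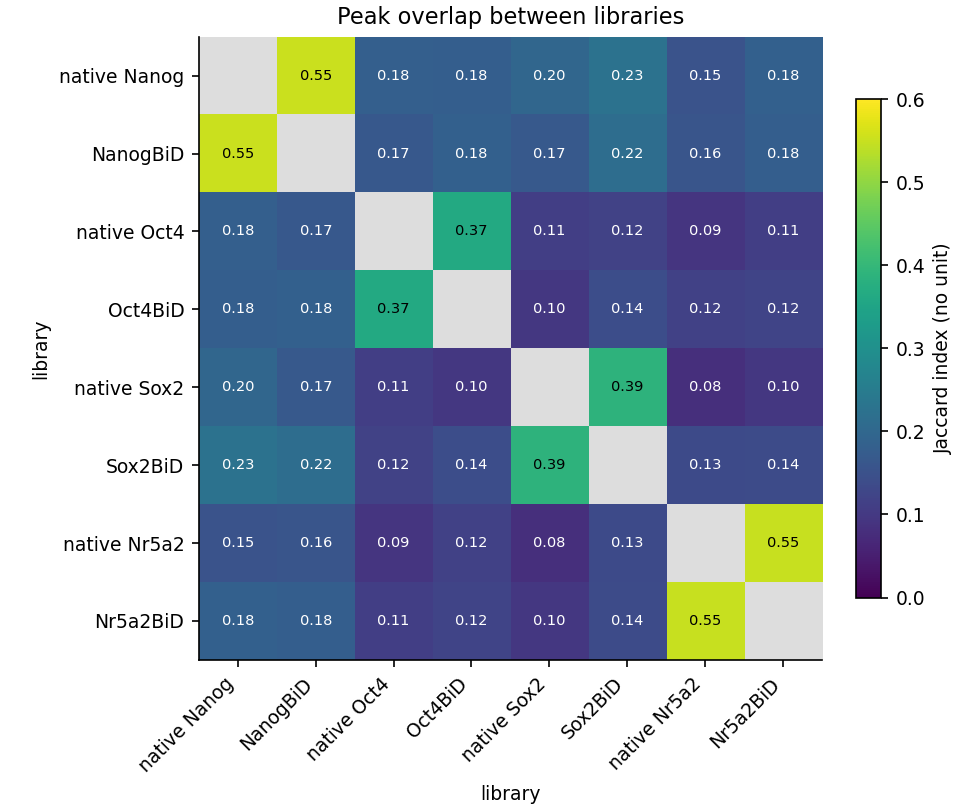
Jaccard index of called peaks (colour and printed value, no unit) for every pair of the 8 libraries; the grey diagonal is each library with itself. The pairs of native and BiD forms of a factor lie between 0.365 and 0.552, and pairs of different factors between 0.0799 and 0.225.

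In each of the 4 factors, the form with more peaks had the lower share of shared peaks. This order follows from the peak numbers, since the number of shared peaks was nearly the same in both forms of a factor. For Sox2, for example, 50208 native and 49912 BiD peaks were shared. Of native Oct4 peaks, 73.1% (95% CI 72.7 to 73.5) overlapped an Oct4BiD peak, whereas 42.4% (42.1 to 42.8) of Oct4BiD peaks overlapped a native Oct4 peak. For Sox2 these shares were 86.3% (86.0 to 86.6) of native peaks and 41.4% (41.1 to 41.7) of BiD peaks. For Nanog they were close, at 72.7% (72.4 to 73.1) and 70.1% (69.7 to 70.4). For Nr5a2 the order was inverted, with 60.7% (60.4 to 60.97) of native peaks and 86.0% (85.8 to 86.3) of BiD peaks. Single-form peaks were weaker than shared peaks of the same library in all 8 libraries. In Sox2BiD, for example, the median score was 104.5 for single-form and 279 for shared peaks. Of the 5000 peaks with the highest score, between 89.2% (88.3 to 90.0; Oct4BiD) and 100% (99.9 to 100; Nr5a2BiD) were found in the other form, and in the 6 remaining libraries at least 96.8%. The top 1000 peaks of Oct4BiD were found in native Oct4 at 94.6%. Many of the strongest peaks also recurred in libraries of other factors. There, the share of the top 5000 peaks found ranged from 25% (Sox2BiD peaks in native Oct4) to 78.3% (native Nanog peaks in Sox2BiD). A high share in the other form is therefore only in part particular to the factor.

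The union of all peaks comprised 306466 regions. Of these, 141109 (46.0%) had a peak in 1 library only and 4572 (1.49%) in all 8. Of the 92721 regions found in exactly 2 libraries, 84.3% were in both forms of the same factor, a combination that makes up 14.3% of all pairs of libraries. To look for sites common to the fusions, regions with a peak in all 4 BiD libraries and in no native library were counted. There were 27, and 1 region had the mirror pattern. In the exact permutation test over 16 exchanges of form within factors, 3 assignments gave 27 or more (p = 0.1875, one-sided; the smallest possible p is 0.0625). The highest count, 125, was obtained with NanogBiD, Oct4BiD, Sox2BiD and native Nr5a2 as one set. These are the forms with more peaks in each factor, so the count cannot be told apart from peak number. The 27 regions are thus not shown to be sites common to the fusions. With the 20000 highest-scoring peaks of each library the count fell to 1. The labels as given then ranked 6 among the 16 assignments (same exact permutation test, p = 0.375, one-sided). With all peaks but without Nr5a2 the count was 810, the highest of the 8 assignments then possible. In each factor that remained, the fusion had more peaks. With a factor left out the smallest possible p is 0.125, so 0.05 cannot be reached.

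The sequence at the summits was then compared. Each factor's own motif was enriched over the flanks in both of its libraries. The NANOG motif was found at 1.70% (1.60 to 1.79) of native Nanog summits and 2.55% (2.44 to 2.67) of NanogBiD summits, enrichments of 1.95 and 3.19. The octamer was found at 4.17% (4.01 to 4.34) of native Oct4 and 9.72% (9.53 to 9.91) of Oct4BiD summits, enrichments of 6.15 and 15.4. The SOX motif was found at 1.90% (1.79 to 2.01) of native Sox2 and 3.29% (3.19 to 3.39) of Sox2BiD summits, enrichments of 4.27 and 8.01. The NR5A motif was found at 11.0% (10.8 to 11.2) of native Nr5a2 and 7.89% (7.70 to 8.08) of Nr5a2BiD summits, enrichments of 9.43 and 6.56. In libraries of other factors, the enrichment of these motifs was at most 1.26 for NANOG, 1.27 for the octamer, 1.06 for SOX and 0.597 for NR5A. The log2 ratio of own-motif enrichment, BiD over native, was 0.71 (95% CI 0.55 to 0.86) for Nanog, 1.33 (1.18 to 1.48) for Oct4, 0.91 (0.73 to 1.09) for Sox2 and -0.52 (-0.62 to -0.43) for Nr5a2. In each factor the form with more peaks thus had the higher enrichment of the factor's motif. With 20000 top peaks in each library, the 4 ratios kept their signs, and that of Nr5a2 was -0.32. The windows of 25 and 100 bp also kept the signs, and at 100 bp the ratio of Nanog was 0.53.

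The same order was seen in the single-form peaks. The NANOG motif was enriched 4.06-fold in peaks of NanogBiD that native Nanog lacked and 1.24-fold in peaks of native Nanog that NanogBiD lacked. The octamer was enriched 18.4-fold in Oct4BiD single-form peaks and 2.73-fold in those of native Oct4. The SOX motif was enriched 9.33-fold in Sox2BiD single-form peaks and 1.31-fold in those of native Sox2. The NR5A motif was enriched 5.74-fold in Nr5a2BiD single-form peaks and 11.9-fold in those of native Nr5a2. AP-1, a motif bound by factors of the FOS and JUN families, was enriched in all 8 libraries. Its enrichment was 5.96 in native Nanog and 5.31 in NanogBiD, 2.75 in native Oct4 and 2.20 in Oct4BiD, 5.25 in native Sox2 and 5.38 in Sox2BiD, and 3.39 in native Nr5a2 and 4.39 in Nr5a2BiD. The log2 ratio, BiD over native, was negative for Nanog (-0.17, 95% CI -0.26 to -0.07) and Oct4 (-0.32, -0.43 to -0.21) and positive for Nr5a2 (0.37, 0.29 to 0.46). For Sox2 its interval held 0 (0.04, -0.06 to 0.13), and its sign changed with the window of 25 bp. In both Nanog libraries and in native Sox2, AP-1 was more enriched than the factor's own motif. Without a control library, how many peaks are open-chromatin background was not measured.

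**Figure D4:**
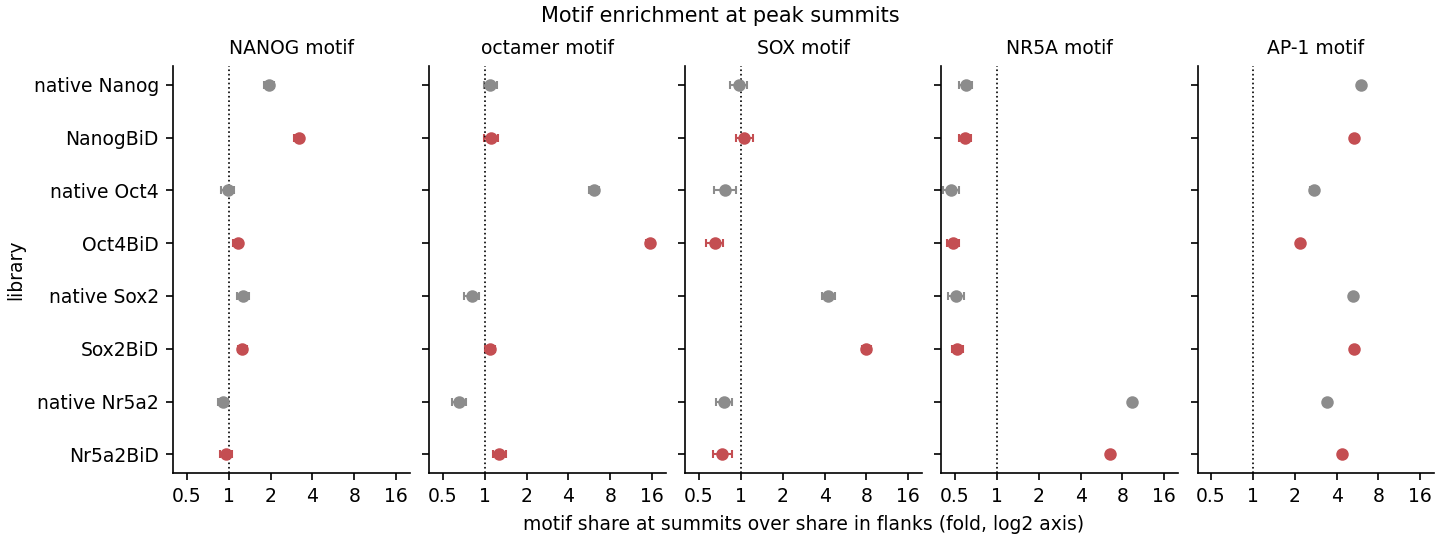
Enrichment of 5 motifs at peak summits (horizontal axis, share of summits with the motif over the mean share in both flanks, log2 axis) in the 8 libraries, with native factors in grey and BiD fusions in red; bars are 95% confidence intervals from the counts of matches and the dotted line marks no enrichment. Each factor's motif is enriched in its own libraries, from 1.95 for NANOG in native Nanog to 15.4 for the octamer in Oct4BiD.

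The share of promoter peaks was 21.7% (21.4 to 22.0) in native Nanog and 23.1% (22.8 to 23.4) in NanogBiD, 20.9% (20.6 to 21.3) in native Oct4 and 20.4% (20.2 to 20.7) in Oct4BiD, 14.9% (14.6 to 15.2) in native Sox2 and 17.5% (17.3 to 17.7) in Sox2BiD, and 22.8% (22.6 to 23.1) in native Nr5a2 and 23.6% (23.3 to 23.9) in Nr5a2BiD. Such positions make up 10.9% of chromosomes 1 to 19 and X. The mean difference, BiD minus native, was 1.06 ± 1.30 percentage points (SD, n = 4 factors) and was not shown to differ from 0 (exact sign-flip permutation test, p = 0.25, two-sided; the smallest possible p is 0.125). The promoter distance of 500 bp moved the mean most, to 0.463 points. Among the top 20000 peaks the difference changed sign for Oct4, from -0.515 to 2.21 points, and for Nr5a2, from 0.728 to -2.16 points.

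Peak summits within 100 kb of the start sites of the 9 named targets and helpers were counted, because these genes were put forward as activated by NanogBiD. Their sum was 30 in native Nanog and 49 in NanogBiD, 33 in native Oct4 and 77 in Oct4BiD, 26 in native Sox2 and 75 in Sox2BiD, and 124 in native Nr5a2 and 82 in Nr5a2BiD. In both Sox2 libraries the sum includes the summit on the Sox2 coding sequence. Per 10000 peaks of the library, this was 4.08 and 6.47 for Nanog, 6.02 and 8.19 for Oct4, 4.47 and 6.22 for Sox2, and 11.5 and 10.8 for Nr5a2. Counts were higher with the fusion at 9 of 9 genes for Oct4 and for Sox2, and lower at 9 of 9 genes for Nr5a2. For Nanog they were higher at 5 genes, equal at 3 and lower at 1. The change at Esrrb (ENSMUSG00000021255.17, chromosome 12, 86361117 to 86521628) was the largest for Nanog, from 1 summit in native Nanog to 11 in NanogBiD. Within the span of the gene, which runs beyond that window, there were 3 and 9. At Sall4 (ENSMUSG00000027547.17, chromosome 2, 168748332 to 168767943) there were 2 summits in native Nanog and 5 in NanogBiD, at Dppa5a (ENSMUSG00000060461.5, chromosome 9, 78367052 to 78368177) 1 and 3, at Sox15 (ENSMUSG00000041287.5, chromosome 11, 69655314 to 69656727) 10 and 14, and at Mir302a (ENSMUSG00000065552.1, chromosome 3, 127545496 to 127545564) 1 in each. At the somatic genes Dab2 and Thbd, both Nanog libraries had 11 and 15 summits, respectively. Counts of this size have a wide counting error, and without replicates the differences at single genes were not tested.

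Among single-form peaks, the highest score in NanogBiD was 795, at an intergenic site on chromosome 13 (28141451 to 28142847) 284 bp from the nearest start site, that of Prl5a1. In Oct4BiD it was 1219, at an intergenic site on chromosome X (6663856 to 6665742) 87.5 kb from the start of Shroom4. In Sox2BiD it was 907, at an intergenic site on chromosome 4 (107673123 to 107674612) 7.05 kb from the start of Dmrtb1. In Nr5a2BiD it was 379.9, at an intergenic site on chromosome 6 (12179945 to 12181793) 52.1 kb from the nearest start site. The highest score of a single-form peak was 548 in native Nanog, in an intron of 4930513D17Rik on chromosome 5 (39491198 to 39492541), and 616 in native Oct4, in an intron of Gm15802 on chromosome 16 (38891029 to 38892372), 855 bp from the start of Igsf11. It was 672 in native Sox2, at an intergenic site on chromosome 14 (80492013 to 80493440), and 661 in native Nr5a2, in an untranslated region of Tmem246 on chromosome 4 (49596831 to 49597921). These scores are the authors' and are ranked within each list only.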

Values the study reported

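For a different set of libraries, collected at day 5 of reprogramming, the study grouped peaks as specific to NanogBiD, specific to the native factor or common. Apart from the common group, it reported 10,376 regions with NANOG and BRG1 together and 17,316 in which the occupancy of both was much weaker. In the group of regions common to NanogBiD and the native factor, it gave 14,212 regions with strong BRG1 occupancy and 6741 with weak BRG1 occupancy. From the overlap of NanogBiD with the native factor at day 5, the paper proposes that BiD leaves the binding specificity of NANOG unchanged.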

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

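The tests of peak number, depth, vector DNA, exchanged labels and open-chromatin background were chosen as tests of these explanations only after the results had been seen. Each value below stands out because 1 or 2 of the 4 factors moved the opposite way under the same contrast, BiD against native. The differences between factors were not tested, since each factor has 1 library per form.

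For Nr5a2 the fusion had fewer peaks than the native factor (log2 ratio -0.50), and lower enrichment of the NR5A motif (log2 ratio -0.52), whereas both ratios were positive for Nanog, Oct4 and Sox2. The summed summits near the 9 named targets had a log2 ratio of -0.60 for Nr5a2 and positive ratios for the other factors. Per 10000 peaks the Nr5a2 sums were 11.5 in the native and 10.8 in the BiD library. That change of -0.72 lay at the 46.8 percentile of the random lists of genes (median -0.65). The lower sum for Nr5a2 is thus not shown to go beyond its lower peak number. The number of called peaks alone is argued against as the cause of the motif difference. With 20000 top peaks in each library the log2 ratio was still -0.32 (95% CI -0.52 to -0.12).

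The remaining technical explanations for the lower number of Nr5a2BiD peaks stay open. Lower sequencing depth could give fewer peaks. The 5th percentile of summit height was 12 tags in Nr5a2BiD and 11 tags in native Nr5a2, which goes against a shallower Nr5a2BiD library. That floor also follows local background and does not give depth. The median height of shared peaks went the other way, at 22 tags in Nr5a2BiD and 27 tags in native Nr5a2. The heights therefore do not settle depth. A smaller amount of vector DNA could also lower binding. The highest summit on an Nr5a2 coding exon, relative to the library median, was 1.11 times as high in Nr5a2BiD as in native Nr5a2. This difference is within the counting error of 83 and 75 tags. Other coding exons had summits of 66 and 38 tags in Nr5a2BiD, against 57 and 32 in native Nr5a2. A further exon had a summit, of 20 tags, in Nr5a2BiD alone. None of these heights was lower in Nr5a2BiD, which goes against less vector DNA in that library. They do not settle the question, because each form has 1 library and the amount of DNA is not the amount of protein. Exchanged labels of the Nr5a2 libraries would bring all 4 factors to the same direction. In all libraries together, 0 summits lay on the sequence of Ss18 that codes BiD. Of its 3 segments, the first lay under peaks of all libraries but native Sox2, the second under none, and the third under peaks of NanogBiD, Oct4BiD and Nr5a2BiD alone. The third does not settle the labels: the summits of these peaks lay 134 to 1222 bp outside the segment, a native Nr5a2 peak ended 25 bp from it, and Sox2BiD had no peak over it.

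More open-chromatin background in Nr5a2BiD is another candidate explanation. AP-1 sites are bound and open in fibroblasts, and the log2 ratio of AP-1 enrichment was 0.37 for Nr5a2, in contrast to -0.17 for Nanog and -0.32 for Oct4. A true shift of binding sites toward open fibroblast chromatin would give the same values, so with 1 library per form the preparation of a library cannot be told apart from the fusion. An effect of BiD that depends on the factor, such as weaker binding of Nr5a2 when fused, is the biological explanation that the design names, and it was not tested.

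The promoter share was lower in Oct4BiD than in native Oct4 by a small margin (difference of -0.515 points), and higher in the fusions of the other 3 factors. The number of called peaks may account for this, since promoter share depends on how far down the list of peaks it is measured. With 20000 top peaks in each library the difference for Oct4 was 2.21 points (95% CI 1.38 to 3.03), in the direction of Nanog and Sox2. Under that setting Nr5a2 became the exception (-2.16 points).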

How the results depend on the processing

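No test in this part was chosen after the results were seen. The alternatives gave 95 values besides those reported, of which 47 stayed within the error of the main value or on the same side of the test, 45 moved beyond it without a change of sign and 3 changed sign. Intervals over this many peaks are narrow, so most movements are small.

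None of the 4 tests crossed 0.05 under an alternative that kept all 4 factors. For the mean log2 ratio of peak numbers, the 3 settings gave 0.34 to 0.53 and an exact two-sided p = 0.375 each, and leaving out each factor gave 0.11 (without Sox2) to 0.62 (without Nr5a2). For the same-factor overlap, the exact one-sided p stayed at 0.0417, the smallest possible, under 4 settings with mean indices of 0.320 to 0.453. With a factor left out its smallest p is 0.167, and the means were 0.434 to 0.496. The mean difference in promoter share was 0.463 points at 500 bp, 1.32 points with the top 20000 peaks, and 0.553 to 1.59 points with a factor left out. These p-values say nothing of stability, since only the overlap test can pass 0.05.

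Regions in all BiD and no native library depended on the setting. There were 12 with a score of at least 100 and 1 with the top 20000 peaks, as fewer peaks entered, and 73 to 810 when 1 factor was left out, the highest without Nr5a2, as fewer libraries had to meet the condition. Among the 8 assignments of form then possible, the labels as given ranked 1 without Nr5a2, 2 without Nanog, 3 without Sox2 and 4 without Oct4. The cause of the span between factors was not tested.

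With a score of at least 100 the log2 peak number ratios were 0.12 (Nanog), 1.05 (Oct4), 1.15 (Sox2) and -0.55 (Nr5a2). With a summit height of at least 20 tags they were 0.47 (Nanog), 1.19 (Oct4) and 0.96 (Sox2). Their cause was not tested. The Jaccard indices of Nanog, Oct4, Sox2 and Nr5a2 were 0.505, 0.352, 0.418 and 0.537 with the top 20000 peaks, 0.488, 0.306, 0.339 and 0.507 with an overlap of 50% of both peaks, and 0.351, 0.247, 0.275 and 0.407 with summits within 100 bp, the last 2 being stricter by construction. With a score of at least 100 those of Oct4, Sox2 and Nr5a2 were 0.326, 0.365 and 0.536.

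Among the top 1000 peaks, the share found in the other form rose to 100% in native Nanog, native Sox2 and native Nr5a2, to 99.8% in NanogBiD and Sox2BiD, to 99.5% in native Oct4 and to 94.6% in Oct4BiD. The log2 ratio of own-motif enrichment was 0.53 (Nanog) and 1.17 (Oct4) within 100 bp, and -0.32 for Nr5a2 with the top 20000 peaks.

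The promoter share difference within 500 bp was 0.275 (Nanog), -1.60 (Oct4), 1.31 (Sox2) and 1.87 points (Nr5a2). With the top 20000 peaks it was 2.17 (Nanog) and 3.08 points (Sox2), and it changed sign for Oct4 (2.21 points) and Nr5a2 (-2.16 points). The log2 ratio of AP-1 enrichment for Sox2 changed sign within 25 bp (-0.012), where its interval already held 0, and 1 of the other 11 AP-1 values moved. The cause of these changes was not tested further.

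Because depth is unknown, peak numbers and shares of shared peaks cannot be set on a common depth, which limits each comparison between forms.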

Other observations

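The tests of the octamer and of the list without Esrrb were set down before their values were computed. The test of coding exons, that of the Nanog exon in Oct4BiD and the comparison with random lists of genes were chosen after the values they bear on were seen.

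The octamer, the motif of Oct4, was enriched 1.93-fold (95% CI 1.55 to 2.395) at the summits of Nr5a2BiD peaks that native Nr5a2 lacked, on 160 of 10653 peaks. In native Nr5a2 peaks that Nr5a2BiD lacked it was depleted, at 0.443 (0.358 to 0.547). Of the 160 Nr5a2BiD peaks, 39.4% (31.8 to 47.4) overlapped an Oct4BiD peak, against 19.03% of the single-form peaks without an octamer. A like contrast was seen in shared Nr5a2BiD peaks (47.7% and 25.7%) and in native Nr5a2 single-form peaks (25% and 10.6%), so it is not particular to these peaks. Reads carried over from an Oct4 library are argued against as the whole cause. In the 8215 peaks that touched no peak of either Oct4 library the enrichment was 1.67 (1.27 to 2.19). Base composition is also argued against for the Nr5a2BiD peaks, as only 3 of 734 rearrangements of the same 8 bases without CG (0.409%) were enriched as strongly. The median enrichment of these rearrangements was 0.809, so depletion was common among such words. They were not scored in native Nr5a2 peaks, so base composition stays open for the depletion there. Binding of Nr5a2BiD near octamer sites, or co-delivery of Oct4 to these cells, may account for the pattern. Neither was tested, and the titles name no second factor.

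Summits on coding exons of the tagged factors were in the libraries of that factor in 13 cases and elsewhere in 1. This is consistent with vector cDNA in the cells as their source, rather than binding at the genomic locus. In the 13, the ends of the peaks lay a median of 134 bp (3 to 293) beyond the coding segment. Counts of peaks near Nanog, Sox2 and Nr5a2 could therefore be inflated in the libraries of these factors. No biological explanation was tested.

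The summit of 22 tags on the last Nanog exon in Oct4BiD may be Nanog vector reads carried over. The paper also combined Oct4BiD with native Nanog in reprogramming, so Nanog vector delivered to the same cells is another possible source. Whether it was delivered for this library is not given. The heights on the exon at 122711538 to 122711803 relative to the last exon were 0.649 in native Nanog and 0.532 in NanogBiD, which would give 14.3 and 11.7 tags in Oct4BiD. No peak was called there, but such heights are close to the floor of 10 tags (5th percentile) in that library. Carry-over, Nanog vector delivered to the same cells and binding of Oct4BiD at the gene therefore cannot be told apart. Oct4BiD also had a summit of 21 tags in an intron of Nanog (peak at 122709379 to 122710347), where cDNA has no sequence and neither Nanog library had a peak. That summit is not explained by cDNA, carried over or delivered, and it excludes neither source at the exon.

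Near the 9 named targets and helpers, the change in summits per 10000 peaks from native Nanog to NanogBiD was 2.38. This was at the 99.8 percentile of 10000 random lists of genes matched on the number of summits nearby. The percentile was 92.2 for Oct4, 59.9 for Sox2 and 46.8 for Nr5a2. It is possible that 1 gene is carrying the list. Without Esrrb, the gene of largest change, the percentile for Nanog was 89.5. This decides nothing, because the random lists kept their own genes of largest change, so that a fall was built into the comparison. The percentile also fell without the gene of largest change for Oct4 (to 79.3), Sox2 (to 41.0) and Nr5a2 (to 18.1). Within the span of Esrrb itself the summits were 3 in native Nanog and 9 in NanogBiD, a smaller contrast than in the window of 100 kb around its start. The study chose these genes as NanogBiD targets, and they are not independent evidence.

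The CTCF motif was singled out after its values were seen. Over all peaks its enrichment ranged from 2.58 in native Oct4 to 6.39 in Oct4BiD. It was higher in Oct4BiD than in native Oct4 over all, shared, single-form and top 20000 peaks. In the top 20000 peaks the contrast was small, at 1.28 in native Oct4 and 1.48 in Oct4BiD, on 16 and 17 matches. For Nanog, Sox2 and Nr5a2 the order of the forms changed between these sets of peaks. The differences were not tested.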
